# Inositol polyphosphate multikinase deficiency leads to aberrant induction of synaptotagmin-2 in the forebrain

**DOI:** 10.1186/s13041-019-0480-1

**Published:** 2019-06-20

**Authors:** Jina Park, Seung Ju Park, Seyun Kim

**Keywords:** Inositol polyphosphate, IPMK, Transcriptome, Synaptotagmin-2

## Abstract

Inositol polyphosphate multikinase (IPMK), the key enzyme responsible for the synthesis of higher inositol polyphosphates and phosphatidylinositol 3, 4, 5-trisphosphate, is known to mediate various biological events, such as cellular growth and metabolism. Conditional deletion of IPMK in excitatory neurons of the mouse postnatal forebrain results in enhanced extinction of fear memory accompanied by activation of p85 S6 kinase 1 signaling in the amygdala; it also facilitates hippocampal long-term potentiation. However, the molecular changes triggered by IPMK deletion in the brain have not been fully elucidated. In the present study, we investigated gene expression changes in the hippocampal region of IPMK conditional knockout (cKO) mice by performing genome-wide transcriptome analyses. Here we show that expression of synaptotagmin 2 (Syt2), a synaptic vesicle protein essential for Ca^2+^-dependent neurotransmitter release, is robustly upregulated in the forebrain of IPMK^cKO^ mice. Compared to wild-type mice, in which weak Syt2 expression was detected in the forebrain, IPMK^cKO^ mice showed marked increases in both Syt2 mRNA and protein expression in the hippocampus as well as the amygdala. Collectively, our results suggest a physiological role for IPMK in regulating expression of Syt2, providing a potential underlying molecular mechanism to explain IPMK-mediated neural functions.

**Electronic supplementary material:**

The online version of this article (10.1186/s13041-019-0480-1) contains supplementary material, which is available to authorized users.

## Main text

Hydrolysis of phosphatidylinositol 4,5-bisphosphates (PIP_2_) by phospholipases activated in response to cellular stimulation produces inositol 1,4,5-trisphosphate (IP_3_), which mediates release of Ca^2+^ from the endoplasmic reticulum into the cytosol. Studies of the biochemical fate of IP_3_ have unveiled the biosynthetic metabolism of highly phosphorylated IPs [1]. Among the many inositol phosphate kinases, inositol polyphosphate multikinase (IPMK) is the key enzyme responsible for converting IP_4_ into IP_5_ [1, 2]. Thus, IPMK deletion abolishes the formation of IP_5_, IP_6_ and IP_7_, underscoring the essential role of IPMK in generating all highly phosphorylated IP species that have drawn attention as signaling metabolites [1, 2]. In addition to its phosphatidylinositol 3-kinase activity [3], IPMK exerts non-catalytic actions through direct binding to various protein targets, including mechanistic target of rapamycin and transcriptional regulators, such as CREB-binding protein, serum response factor, p53 and steroidogenic factor-1, positioning IPMK as a multifunctional signaling hub in the coordination of cellular growth, apoptosis, and gene expression [4, 5]. In a previous study, our group reported that conditional knockout of *Ipmk* (IPMK^cKO^) in excitatory neurons of the postnatal brain using *CaMKII-Cre* transgenic mice selectively enhances fear extinction accompanied by activation of amygdala p85 S6 kinase signaling and facilitation of hippocampal long-term potentiation [6]. However, whether postnatal deletion of IPMK in excitatory neurons impacts gene expression profiles remains obscure.

To investigate the genome-wide molecular events that occur in the IPMK^cKO^ mouse brain, we analyzed the hippocampal transcriptome of behaviorally naive mice using a microarray technique. This analysis revealed two downregulated genes (*n-R5s213*, *Xaf1*) and three upregulated genes (*Syt2, Erdr1*, *Gm26441*) that were differentially expressed between IPMK^cKO^ mice and littermate controls (Fig. 1a, Additional file 1: Table S1). 

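Ipmk, the gene that CaMKII-Cre deletes in excitatory neurons of these mice, was not lower in the arrays labelled IPMK cKO. Its probe set of 19 probes, on chromosome 10 from 71347763 to 71385885, read 7.68 and 7.71 on the log2 scale in the arrays labelled IPMK WT and 8.44 and 8.78 in those labelled IPMK cKO. This is a log2 fold change of 0.92 (standard error 0.15, 95% confidence interval 0.54 to 1.29, adjusted p = 0.9999 from limma). A further Ipmk probe set of 18 probes, from 71409363 to 71433327 on the same chromosome, read 5.78 and 5.52 against 6.97 and 6.43, a log2 fold change of 1.05 (standard error 0.21, adjusted p = 0.9999 from limma). On the plus strand this further probe set starts beyond the end of the first, and the annotation gives it another transcript. It is therefore not a second reading of the same part of the gene. The paper's text does not name the floxed exon, so whether the probes of either set lie in the deleted part is not known. Real-time PCR and Western blotting in the paper ran the opposite way for Ipmk (Fig. 1c, e) and the way of the labels for Syt2, higher in IPMK cKO (Fig. 1c, e, f), which does not settle it, so every direction given for the arrays is that of their labels. Each array held RNA from the right hippocampus of 1 male mouse at postnatal day 90, with 2 mice per genotype by the labels, the series design and the heat map of Fig. 1b. The legend of Fig. 1a gives 3 mice per genotype and the supplementary methods 4 samples per group. The authors summarized and normalized the scans by RMA, which subtracts background, gives all arrays the same distribution of probe signals and yields 1 log2 value for each of 33793 probe sets. Array medians lay between 5.1 and 5.15. Differences between the group means of these values were tested with limma, which moderates the variance of each probe set by that of all others, with Benjamini-Hochberg adjustment over all probe sets. With 2 arrays against 2, no exact permutation test can give a p under 0.333, and the number of arrays limits the precision.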

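None of these 5 genes passed an adjusted p under 0.05 in limma. Xaf1, an interferon-stimulated gene on chromosome 11 (72301629 to 72313733), averaged 7.24 ± 0.16 (SD, n = 2) in the arrays labelled IPMK WT and 6.35 ± 0.86 (SD, n = 2) in those labelled IPMK cKO, a log2 fold change of −0.88 (standard error 0.38). Replicate 1 of the arrays labelled IPMK cKO carried much of it, since the log2 fold change was −0.28 without that array and −1.49 without replicate 2. The other lower gene, n-R5s213, a 5S ribosomal RNA gene on chromosome 1 (82635013 to 82635110), averaged 5.30 ± 0.15 and 3.85 ± 0.30, a log2 fold change of −1.44 (standard error 0.18). Erdr1 on chromosome Y (90785442 to 90816465) averaged 9.26 ± 0.43 and 10.14 ± 0.41, a log2 fold change of 0.88 (standard error 0.27). Gm26441 on chromosome X (151261918 to 151262021) averaged 3.04 ± 0.49 and 4.14 ± 0.75, a log2 fold change of 1.10 (standard error 0.39). Leaving out 1 array brought Erdr1 and Gm26441 under 1.5-fold, Erdr1 to 0.57 without replicate 1 of the arrays labelled IPMK WT and Gm26441 to 0.57 without replicate 2 of those labelled IPMK cKO, while without replicate 1 of the latter Gm26441 had 1.63. The probe sets of n-R5s213 and Gm26441 have 4 probes each and are marked in the annotation as cross-hybridizing. In each of these genes, and in Syt2, the arrays labelled IPMK cKO lay on 1 side of both arrays labelled IPMK WT. The same held in 27.2% of all probe sets, where chance gives 33.3% if arrays vary alike whatever their replicate number.

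Over all probe sets, limma passed 0 at an adjusted p under 0.05, with 966 at an unadjusted p under 0.05 (331 higher and 635 lower). Chance gives 1690 if arrays vary alike whatever their replicate number. By replicate number, 4091 probe sets had an unadjusted p under 0.05 in limma. That spread counts as error in the comparison by genotype and can lower its count. With a block by replicate number, limma passed 0 after adjustment and 1502 before it. The local pooled error (LPE) test named in the methods, rewritten here, passed 2 after adjustment, Syt2 and n-R5s213, with 386 before it. The authors' deposited table holds 7, and a normal p computed here from its LPE score was under 0.05 for 309. How its adjusted p was derived from that score was not checked. For its called probe set without a gene symbol, a score of 4.10 stands beside an adjusted p of 0.0193. Benjamini-Hochberg adjustment of the normal p over all probe sets would give a larger value. The deposited adjusted p is therefore not a like measure to the adjusted p of the other tests. The test of averages named in the methods gave 0, with 1201 before adjustment. At the thresholds of Fig. 1a, which does not say whether its p is adjusted, with limma's unadjusted p in place of LPE's, 162 probe sets stood out, 66 higher and 96 lower. After renewed quantile normalization these were 78 higher and 73 lower, and with 1 array left out the total lay between 405 and 584. Of the 162, 104 had a mean log2 value under 4, near the floor of the arrays, and 75 were marked as cross-hybridizing. Among those with 1 gene symbol and no overlap between groups, the largest differences, apart from the genes above and Ipmk, were in such dim probe sets, except for Gm25906. Mir29a, a microRNA gene, had a log2 fold change of 0.98, Gm5356 of 0.97, Gm24009 of 0.95, Gm10944 of 0.93 and the pheromone receptor gene Vmn1r157 of 0.89. On the lower side were the olfactory receptor gene Olfr191 (−1.04), Gm23504 (−1.0), Gm22711 (−0.98), Mir1946b (−0.97), Frg2f8 (−0.91), Gm24176 (−0.88), Gm25906 (−0.88), the interferon-induced GTPase gene Tgtp2 (−0.87) and the small nuclear RNA gene Rnu7 (−0.87). The 10 probe sets with a mean log2 value of at least 6 comprised Syt2, both Ipmk probe sets, Erdr1, Pisd-ps3 (0.65), Samd11 (0.61), Gm25160 (−0.61) and 3 lower ones without a gene symbol, named after their values were seen.

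**Figure D1:**
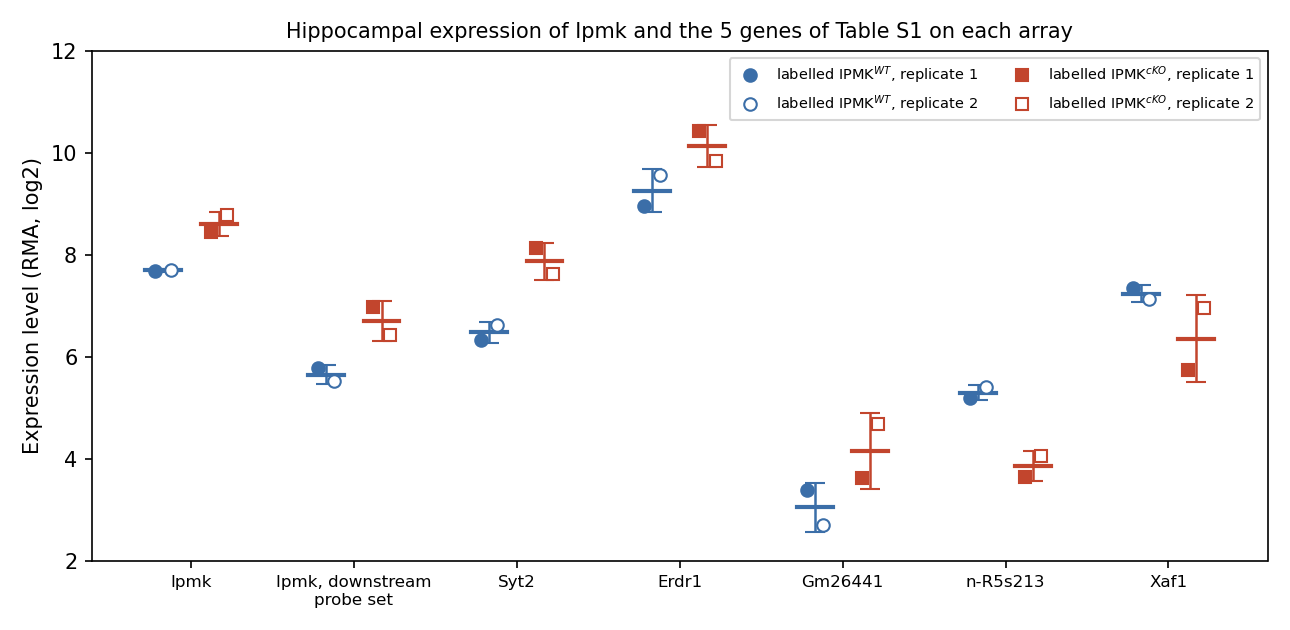
RMA values on the log2 scale of the 4 arrays for both Ipmk probe sets and the 5 genes of Table S1, by array label. Points are arrays, bars the means and error bars the SD (n = 2). Both Ipmk probe sets and Syt2, Erdr1 and Gm26441 sit higher in the arrays labelled IPMK cKO, and n-R5s213 and Xaf1 lower.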

One of the most strongly upregulated transcripts in the IPMK^cKO^ hippocampus was *Syt2*, which encodes synaptotagmin 2 (Fig. 1a). 

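Syt2 had the highest log2 fold change in the arrays labelled IPMK cKO among probe sets with 1 gene symbol, no overlap between groups and limma's unadjusted p under 0.05. Its probe set of 21 probes lies on the plus strand of chromosome 1 from 134646681 to 134753149. It read 6.34 and 6.63 on the log2 scale in the arrays labelled IPMK WT (6.48 ± 0.20, SD, n = 2) and 8.13 and 7.61 in those labelled IPMK cKO (7.87 ± 0.36, SD, n = 2). The difference is a log2 fold change of 1.39 (standard error 0.21, 95% confidence interval 0.87 to 1.91), or 2.62-fold, at an adjusted p of 0.9999 from limma and 2.86e-06 from the LPE test (3.85e-09 in the authors' deposited table). Ranked by limma's p, Syt2 stood at place 3. The lower array labelled IPMK cKO exceeded the higher array labelled IPMK WT by 0.99. Among markers of regions and neurons known to be rich in Syt2, the median log2 fold change was −0.00 over 13 thalamus and midbrain markers, 0.06 over 14 hindbrain and cerebellum markers, whose median level of 4.42 is near the floor of the arrays, and −0.07 over 13 parvalbumin neuron markers. Pvalb itself, the calcium-binding protein of that interneuron class, had a log2 fold change of −0.18, and Slc17a7, the vesicular glutamate transporter of excitatory terminals, of 0.01. The reference genes Gapdh, by the brightest of 6 probe sets, which is marked as cross-hybridizing, and Actb had log2 fold changes of 0.02 and −0.00. Coordinates are those of the array annotation, whose genome build is not named. From the array difference, the paper states that Syt2 is among the most strongly upregulated transcripts, and it then measured Syt2 mRNA and protein.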

Our microarray analysis showed no changes in the expression of other Syt isoforms except Syt2 (Fig. 1b). 

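Syt1, the main calcium sensor of fast release in the forebrain, had a log2 fold change of −0.02 between the arrays labelled IPMK cKO and IPMK WT. Of 17 synaptotagmin genes measured, 11 had a higher and 6 a lower mean in the arrays labelled IPMK cKO, with a median log2 fold change of 0.06. Apart from Syt2, the largest log2 fold change was −0.17 for Syt9 (95% confidence interval −0.50 to 0.16). Syt3 had a log2 fold change of 0.06, Syt8 of 0.08, Syt11 of 0.05 and Syt13 of 0.06. For each of the 16 genes other than Syt2, the 95% confidence interval lay within 1.5-fold either way, so a difference of the size seen in Syt2 was outside it. At an adjusted p under 0.05 in limma, 0 of the 16 passed over all probe sets and 0 adjusted over the list alone, and 0 of them had an unadjusted p under 0.05. Syt2 passed only when adjusted over the list alone (adjusted p = 0.0120), and the study chose it on these arrays, so that is not independent evidence. LPE and the authors' deposited table also called none of the 16. As a set, the family was not called by limma's camera (adjusted p = 0.465).

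**Figure D2:**
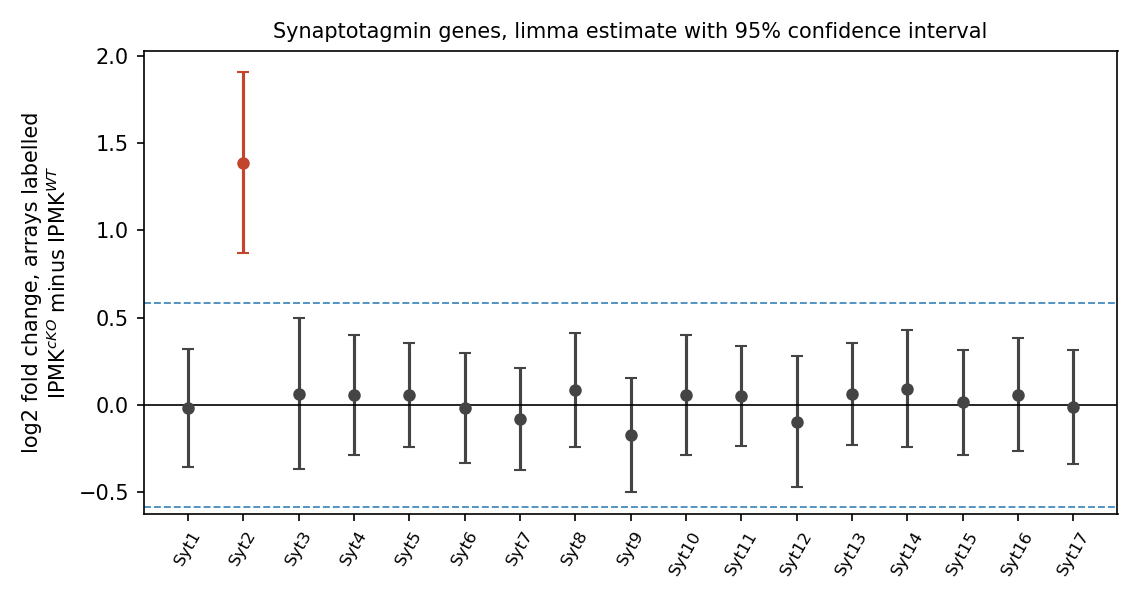
Log2 fold change of the 17 synaptotagmin genes between the arrays labelled IPMK cKO and IPMK WT, with 95% confidence intervals from limma. Dashed lines mark 1.5-fold, and only the interval of Syt2, 0.87 to 1.91, lies beyond them.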

Synaptotagmins are C2 domain-containing Ca^2+^-binding proteins that act as essential players in synaptic vesicle cycling, which is central to synaptic plasticity, learning, and memory [7]. Syt1 is also well known as the major Ca^2+^ sensor for transmitter release at excitatory forebrain synapses [8]. Syt2 exhibits the highest homology with Syt1 and has similar characteristics, allowing it to functionally replace Syt1 [9]. The most notable distinction between Syt1 and Syt2 is their differential expression: the levels of Syt2 are extremely low in the forebrain, where Syt1 is highly expressed, whereas Syt2 is abundantly expressed in the hindbrain and spinal cord [10].

**Fig. 1:**
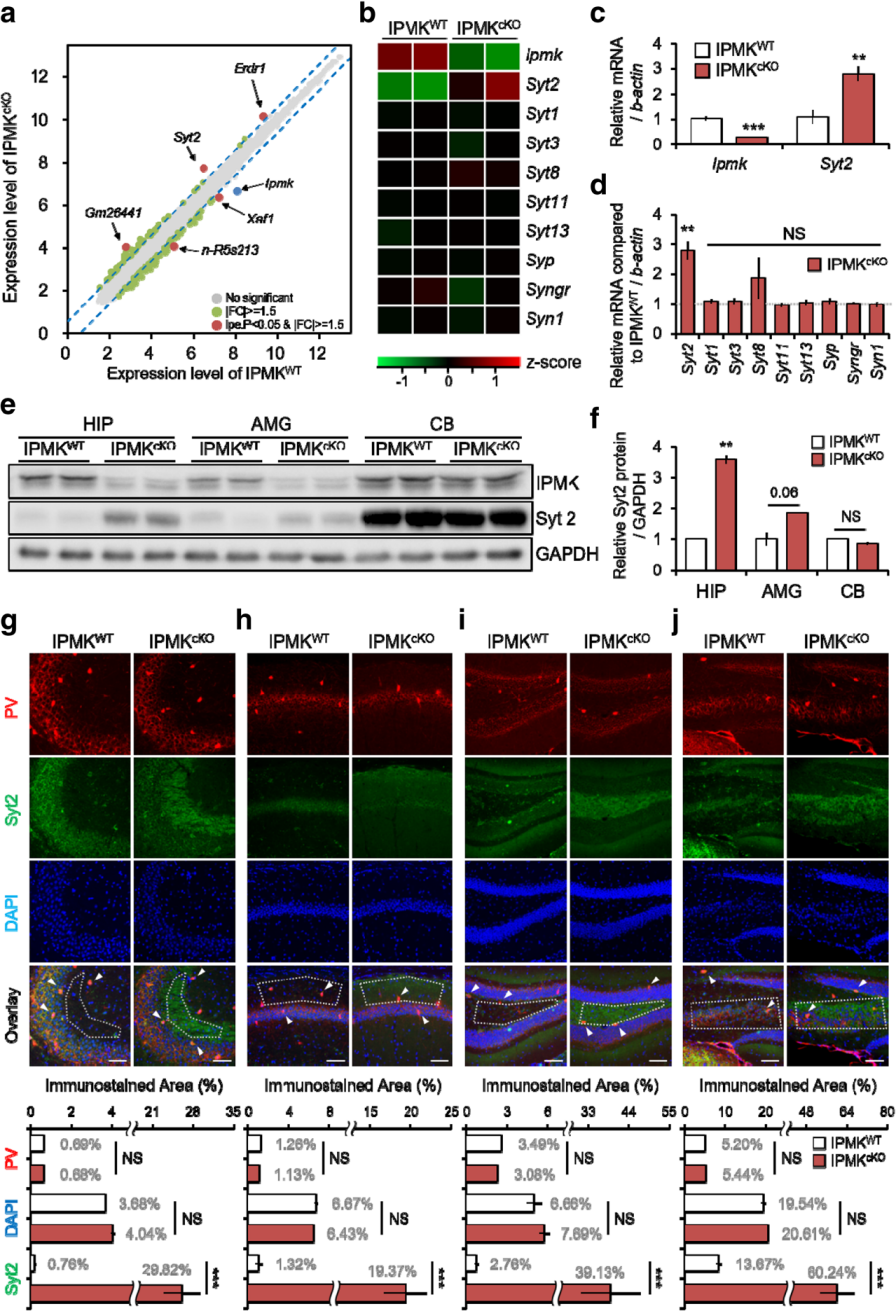
IPMK deletion triggers dynamic changes in synaptotagmin-2 gene and protein expression specifically. **a** Scatter plot shows five genes found to differ in the hippocampus of naive IPMK^cKO^ mice relative to control IPMK^WT^ mice. The x-axis represents differentially expressed genes of IPMK^WT^ mice and the y-axis is that of IPMK^cKO^ mice. The cutoffs for 1.5-fold deviation are indicated by blue lines, respectively. Small gray dots represent sequences with no significant changes, green dots sequences differed genes with no significant (*P* ≥ 0.05). Red dots sequences significantly up- or down-regulated (*P* < 0.05). *n* = 3 (IPMK^WT^) and 3 (IPMK^cKO^) (**b-d**) Levels of major synaptotagmin isoforms and synaptic genes were measured using hippocampal samples obtained from IPMK^WT^ and IPMK^cKO^ mice. **b** Cluster analysis of differentially-expressed genes. The horizontal axis displays individual samples, while the vertical axis displays the expressed genes by their z-scores. Red = increased, green = decreased. **c, d** Quantitative real-time PCR analyses were performed. mRNA expression of the *Ipmk* and *Syt2* were measured (**c**). Levels of synaptotagmin isoforms *Syt1*, *Syt3*, *Syt8*, *Syt11*, *Syt13*, and other synaptic components, *Syp*, *Syngr*, *Syn1* were measured (**d**). In all bar graphs, amounts of mRNA were normalized to those from hippocampus of IPMK^WT^. *n* = 3 (IPMK^WT^) and 4 (IPMK^cKO^) (Student’s *t*-test; NS, *P* ≥ 0.05; **P < 0.01; ***P < 0.001) (**e**) Representative Western blots of IPMK, Syt2, and GAPDH proteins in each mouse hippocampus, amygdala, and cerebellum were presented. **f** All intensities of Western blot bands were quantified using ImageJ software. GAPDH was used as the loading control for quantification. *n* = 3 (IPMK^WT^) and 4 (IPMK^cKO^) (Student’s *t*-test; NS, *P* ≥ 0.05; **P < 0.01) (**g-j**) Immunostaining of hippocampal sections from CA3 (**g**), CA1 (**h**), and DG (**i, j**) of IPMK^WT^ and IPMK^cKO^ mice. Top, representative confocal images were stained by Parvalbumin (red), Syt2 (green), and DAPI (blue). Scale bars, 100 μm. PV positive neurons are indicated by arrowheads. Bottom, Levels of PV, Syt2, and DAPI were quantified. Signals from dashed areas were measured by using using ImageJ software. *n* = 5 (IPMK^WT^) and 5 (IPMK^cKO^) (Student’s *t*-test; NS, *P* ≥ 0.05; ***P < 0.001) In all experiments, IPMK^WT^ littermates served as controls for IPMK^cKO^ mice. HIP, hippocampus; AMG, amygdala; CB, cerebellum. Data are presented as the mean ± SE

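The synaptic vesicle genes of the cluster analysis differed little between the arrays labelled IPMK cKO and IPMK WT. Syp, a membrane protein of synaptic vesicles, had a log2 fold change of −0.03, the vesicle protein gene Syngr1 of −0.05 and Syn1, which tethers vesicles, of −0.03. Over 38 genes of synaptic vesicles and the release machinery, the median log2 fold change was 0.01, with 24 higher and 14 lower. Those with the lowest p were Rab3a, a vesicle GTPase, at 0.18 and Cplx1, a regulator of fusion, at 0.13. In limma, 0 of the 38 passed an adjusted p under 0.05, either over all probe sets or adjusted over the list alone, and with all arrays camera did not call the set (adjusted p = 0.662 from limma). Without replicate 2 of the arrays labelled IPMK cKO it was called higher (adjusted p = 0.00204), and without replicate 1 it pointed lower (adjusted p = 0.224). With all arrays it had an adjusted p = 0.993 with an estimated correlation, which was not run with an array left out. By replicate number it was called lower in the replicate 2 arrays, with a median difference of −0.16 (adjusted p = 9.18e-05, adjusted p = 0.677 with an estimated correlation). Glial markers lay on the other side by replicate number, with a median difference of 0.48 for astrocytes, 0.40 for microglia and 0.26 for oligodendrocytes. Without replicate 2 of the arrays labelled IPMK cKO, microglia (adjusted p = 0.00244) and oligodendrocyte markers (adjusted p = 0.0385) were called lower, where with all arrays both had an adjusted p = 0.993 with an estimated correlation.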

To confirm the results of our microarray analysis, we performed quantitative real-time polymerase chain reaction (PCR) using hippocampal mRNA samples from IPMK^cKO^ and control mice. We found that Syt2 was significantly upregulated in IPMK^cKO^ mice, but observed no changes in other Syt isoforms or synaptic cycling regulators, including Syt1, synapsin, and synaptophysin (Fig. 1c, d). We further found that increases in Syt2 mRNA expression were accompanied by significant elevations in Syt2 protein levels in the hippocampus and amygdala of the IPMK^cKO^ mouse brain (Fig. 1e, f), but not in the cerebellum, in which IPMK was not deleted (Fig. 1e). We further observed that Syt2 levels were abnormally high in the hippocampus and amygdala of IPMK^cKO^ mice that underwent fear conditioning and extinction tasks (Additional file 3: Figure S1).

Because it is known that Syt2 is expressed in GABAergic nerve terminals of parvalbumin (PV) interneurons in the hippocampus and cortex [11, 12], we next examined localization patterns of Syt2 in the forebrain of IPMK^cKO^ mice. Immunohistochemical analyses showed that the Syt2 staining pattern in PV neurons was not altered in the IPMK^cKO^ hippocampus compared with controls (Fig. 1g-j, Additional file 4: Figure S2a), indicating that IPMK deletion does not influence PV neuron populations. This result is consistent with our previous report showing that the balance between excitatory and inhibitory neuronal populations is unchanged by postnatal deletion of IPMK [6]. Importantly, increased expression of Syt2 from the IPMK^cKO^ hippocampus was not detected in PV-positive inhibitory neurons (Fig. 1g-j). We found that elevated Syt2 levels were markedly expanded in broad regions of vGLUT1-positive excitatory neurons within the IPMK^cKO^ hippocampus such as CA3 region (Additional file 4: Figure S2b). Hence, the aberrant upregulation of Syt2 in the IPMK^cKO^ forebrain appears to occur in a cell-autonomous manner within IPMK-deleted excitatory neurons.

In this study, we identified *Syt2* as a gene that is robustly upregulated in IPMK^cKO^ excitatory neurons, suggesting that IPMK is a key player in regulating Syt2 expression in the forebrain. Syt2 acts as a presynaptic Ca^2+^ sensor to drive fast synchronous fusion of synaptic vesicles. With a high sequence homology, Syt1 and Syt2 are structurally and functionally similar, but not identical. Syt2 exhibits its unique kinetic properties in that Syt2 mediates slower vesicle fusion kinetics than Syt1 with a slightly lower affinity for Ca^2+^ than Syt1 [9]. This selective and aberrant induction of Syt2 in the absence of IPMK may lead to functional alterations in synaptic plasticity, thereby establishing a mechanistic basis for IPMK^cKO^ mouse phenotypes, such as enhanced hippocampal long-term potentiation as well as improved fear extinction [6]. Although it has been suggested that DNA methylation [13] and calmodulin signaling [14] mediate the tight suppression of Syt2 expression in the forebrain, our understanding of the molecules that mediate the control of Syt2 expression has been limited. Future studies will elucidate in greater detail how nuclear and signaling actions of IPMK contribute to the transcriptional regulation of Syt2. The recent finding that the IPMK downstream product, 5-IP_7_, inhibits synaptic vesicle exocytosis through direct binding to Syt1 [15] argue for additional investigations of interactions among networks of synaptic vesicle cycling, gene expression, and IP metabolism. Our discovery that IPMK fine-tunes Syt2 expression in the forebrain highlights the importance of fully establishing neural functions of IPMK and offers insights into the treatment and management of psychiatric diseases such as post-traumatic stress disorder.

## Additional files

Additional file 1: **Table S1** List of genes whose pattern of expression was different in the hippocampal tissues of IPMK^cKO^ mice.

Additional file 2: Materials and Methods.

Additional file 3: **Figure S1** Syt2 was upregulated in the hippocampus and amygdala after fear conditioning and extinction tests.

Additional file 4: **Figure S2** Expression patterns of Syt2 in the hippocampus.

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request. Materials and methods are presented in Additional file 2.

# Supplementary material for: Inositol polyphosphate multikinase deficiency leads to aberrant induction of synaptotagmin-2 in the forebrain
**Source:** Mol Brain. 2019 Jun 20;12:58. doi: 10.1186/s13041-019-0480-1
**Supplement:** Supplementary file 1 — Table S1 List of genes whose pattern of expression was different in the hippocampal tissues of IPMKcKO mice.

**Table 1. List of genes whose pattern of expression was different in the hippocampal tissues of IPMK^cKO^ mice.**

| ProbeID | Gene Symbol | Gene Description | Fold change | LPE p value |
| --- | --- | --- | --- | --- |
| 17217536 | Syt2 | synaptotagmin II | 2.425935 | 5.4949 E-08 |
| 17214823 | n-R5s213 | nuclear encoded rRNA 5S 213 | -2.048896 | 0.023748407 |
| 17252341 | Xaf1 | XIAP associated factor 1 | -1.801761 | 0.009795558 |
| 17545407 | Gm26441 | predicted gene, 26441 | 2.378014 | 0.013320497 |
| 17546774 | Erdr1 | erythroid differentiation regulator 1 | 1.824941 | 0.001950217 |

# Supplementary material for: Inositol polyphosphate multikinase deficiency leads to aberrant induction of synaptotagmin-2 in the forebrain
**Source:** Mol Brain. 2019 Jun 20;12:58. doi: 10.1186/s13041-019-0480-1
**Supplement:** Supplementary file 2 — Materials and Methods.

**Materials and Methods**

**Mice**

Forebrain excitatory neuron-specific IPMK knockout mice were generated by crossing floxed Ipmk mice (Ipmk^f/f^) with *CaMKII-Cre* mice, as described previously (Park et al., 2019). Briefly, all IPMK cKO (Ipmk^f/f^;*CaMKII-Cre*) used for experiment with their littermates, IPMK WT (Ipmk^f/f^), which are controls. Animals were bred and housed under specific pathogen-free conditions in a 12 h light-dark schedule, and their food and water were provided ad libitum. Animal protocols were performed in accordance with guidelines approved by the Korea Advanced Institute of Science and Technology Animal Care and Use Committee.

**Microarray analysis**

Microarray experiments were carried out by Macrogen (Korea). Mouse brain hippocampi were dissected immediately after decapitation, and stored at RNAlater Stabilization Solution (Thermo). Four high quality samples containing highest amount of isolated RNA were selected from each experimental group using RNeasy Mini Kit (Qiagen), and stored at – 80 °C until used. For check quality of RNA, RNA purity and integrity were evaluated by ND-1000 Spectrophotometer (NanoDrop), and Agilent 2100 Bioanalyzer (Agilent Technologies). The Affymetrix Whole transcript Expression array process was executed according to the manufacturer's protocol (GeneChip Whole Transcript PLUS reagent Kit). DNA was synthesized using the GeneChip WT (Whole Transcript) Amplification kit as described by the manufacturer. The sense cDNA was then fragmented and biotin labeled with TdT (terminal deoxynucleotidyl transferase) using the GeneChip WT Terminal labeling kit. Approximately 5.5 μg of labeled DNA target was hybridized to the Affymetrix GeneChip Mouse 2.0 ST Array at 45 °C for 16 h. Hybridized arrays were washed and stained on a GeneChip Fluidics Station 450 and scanned on a GCS3000 Scanner (Affymetrix). Signal values were computed using the Affymetrix® GeneChip™ Command Console software. Raw data were deposited in GEO (Gene Expression Omnibus) database under the accession number GSE131748. Raw data were extracted automatically in Affymetrix data extraction protocol using the software provided by Affymetrix GeneChip® Command Console® Software (AGCC). After importing CEL files, the data were summarized and normalized with robust multi-average (RMA) method implemented in Affymetrix® Expression Console™ Software (EC). We exported the result with gene level RMA analysis and performed the differentially expressed gene (DEG) analysis. 

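The LPE test is made for few replicates. It estimates the error of a probe set from the differences between replicate arrays over all probe sets of similar mean value, and divides the difference between the group medians by that pooled error. A probe set that varies more than others of its level is therefore judged by their spread and not by its own. Xaf1, whose 2 arrays labelled IPMK cKO differ widely, had an adjusted p of 0.474 in the rewritten test, Erdr1 of 0.450 and Gm26441 of 0.534, against an adjusted p of 3.98e-04 for n-R5s213. In the authors' deposited table the adjusted p was 0.00746 for Xaf1, 0.00210 for Erdr1, 0.0809 for Gm26441 and 1.11e-04 for n-R5s213. Across probe sets, the rewritten statistic had a correlation of 0.990 with the authors' deposited one, and probe sets are not independent replicates. A correlation does not compare the size of the scores. The rewritten test called 2 probe sets at an adjusted p under 0.05, where the deposited table called 7 by an adjusted p that is not a like measure.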

Statistical significance of the expression data was determined using fold change and LPE test in which the null hypothesis was that no difference exists among groups. False discovery rate (FDR) was controlled by adjusting p value using Benjamini Hochberg algorithm. For a DEG set, Hierarchical cluster analysis was performed using complete linkage and Euclidean distance as a measure of similarity. Gene-Enrichment and Functional Annotation analysis for significant probe list was performed using Gene Ontology (www.geneontology.org/) and KEGG (www.genome.jp/kegg/). All data analysis and visualization of differentially expressed genes was conducted using R 3.1.2 (www.r-project.org).

**Quantitative PCR**

The microarray data were validated utilizing SYBR Green-based real-time quantitative polymerase chain reaction (qPCR) performed. For the qPCR, mouse brain hippocampi were dissected out and stored at RNAlater Stabilization Solution. Later, samples are homogenized in TRI Reagent (Molecular Research Center), and total RNA of hippocampi was extracted according to the manufacturer’s methods. Reverse transcription for 3 μg of each RNA sample was performed with Superscript III (Invitrogen). qPCR analyses were carried out using the SYBR Green Master Mix (Toyobo) and the StepOnePlus Real-Time PCR System (Applied Biosystems). Cycling conditions were 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s, 58 °C for 30 s, and 72 °C for 30 s. A melting curve analysis was performed to verify the presence of one gene-specific peak and the absence of primer-dimer peaks. 25 Expression levels of genes were normalized to that of beta-actin gene and are presented as fold changes over baseline using the Comparative Ct method (ΔΔCt method). Primers were designed using the Primer-BLAST tool (NCBI) with murine RefSeq database. A list of primers for quantitative PCR are shown below.

| Gene |  | Sequence |
| --- | --- | --- |
| Actb | Forward | 5′-TGGTACCACCATGTACCCAGGCAT-3' |
|  | Reverse | 5′-ACAGAGTACTTGCGCTCAGGAGGAG-3' |
| Ipmk | Forward | 5′-CCAAAATATTATGGCATCTG-3′ |
|  | Reverse | 5′-TATCTTTACATCCATTATAC-3′ |
| Syt2 | Forward | 5′-GGCGGCGAGATGTGATACT-3' |
|  | Reverse | 5′-AGAGGGTGTCTATGATGGCATCAA-3' |
| Syt1 | Forward | 5′-CAAAAGTCCACCGGAAAACC-3' |
|  | Reverse | 5′-TTGCCACCTAATTCCGAGTATG-3' |
| Syt3 | Forward | 5′-CGAACTGCGGATCAGAGGAT-3' |
|  | Reverse | 5′-GGACGATGCCACAGAATGTC-3' |
| Syt8 | Forward | 5′-CCTCCAAGAAAGGCACGACTA-3' |
|  | Reverse | 5′-GCTGGCTAACGGGAACCA-3' |
| Syt11 | Forward | 5′-GACACTTGCCGAAGATGGATATC-3' |
|  | Reverse | 5′-TGCGTTTTCTGCCGTAGTAGA-3' |
| Syt13 | Forward | 5′-CTCCTTAAGTTCCCGGACATCT-3' |
|  | Reverse | 5′-AGGTGTAGTCTGCGTAGTTGATGAC-3' |
| Syp | Forward | 5′-TGACTACTCCTCCTCGGCTG-3' |
|  | Reverse | 5′-CTTCACATCGGACAGGCCTT-3' |
| Syngr | Forward | 5′-TGCTTCCTGACCAACCAGTG-3' |
|  | Reverse | 5′-CAGCCTTGTAGCGCTGGTA-3' |
| Syn1 | Forward | 5′-GAGCAGATTGCCATGTCTGA-3' |
|  | Reverse | 5′-CACTGCGCAGATGTCAAGTC-3' |

**Western blotting**

As described [6], protein lysates of hippocampus, amygdala, and cerebellum were prepared in three group (naive, post-fear conditioning, post-fear extinction) of IPMK^WT^ and IPMK^cKO^ mice. To prepare protein lysates expose to fear conditioning and fear extinction test, mice were euthanized by decapitation 30 min after test and then homogenized in a lysis buffer (1% NP-40, 137 mM NaCl, 20 mM Tris-HCl (pH 8.0), 2 mM EDTA, 10% glycerol, 20 mM NaVO_4_, 10 mM sodium pyrophosphate, 100 mM sodium fluoride, 20 mM PMSF) containing protease inhibitor cocktail (Roche). Generally, 20 μg of protein lysates were separated by size, blotted with primary and secondary antibodies. The HRP signals were visualized with Clarity ECL substrate (Bio-Rad) and measured using ChemiDoc (Bio-Rad). For quantification of immunoblots, ImageJ (NIH) software was used. GAPDH was used as a loading control for quantification.

**Immunohistochemistry**

Immunohistochemistry was performed according to standard techniques, as described previously (Park et al. 2019). Briefly, floating brain sections (30 μm) were obtained using a cryostat and used for staining. Sections were permeabilized and incubated in PBS with 0.3% Triton X-100, then blocked by 5% goat serum in PBS. Incubation with primary antibodies was performed at room temperature overnight (rabbit anti-Syt2, 1:200, Synaptic systems; mouse anti-Parvalbumin, 1:200, Swant; chicken anti-vGLUT1, 1:200, Synaptic systems). Next day, sections were incubated with FITC- or TRITC-conjugated secondary antibodies (1:400 in 0.3% Triton X-100 in PBS). After three times of wash, brain sections were gently mounted onto glass slides. Images were acquired using a confocal laser scanning microscope (LSM780, Zeiss). For quantification of Syt2, PV, and DAPI signals (Fig. 1g-j), confocal microscopic images were analyzed using ImageJ (NIH) program.

**Antibodies**

The commercial primary antibodies were as follows: GAPDH (sc-32233, Santa Cruz Biotechnology), vGLUT1 (135303, Synaptic systems), and Parvalbumin (235, Swant). Two Syt2 antibodies are used -Synaptotagmin 2 (OSS00023W; Thermo Fisher) for Western blotting, Synaptotagmin 2 (105223; Synaptic systems) for immunohistochemistry. The anti-IPMK antibody used was a custom rabbit polyclonal antibody. It raised against a mouse IPMK peptide corresponding to amino acids 295-311 (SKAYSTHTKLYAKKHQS; Covance) containing an added N-terminal cysteine.

**Statistical analysis**

Differences between averages were analyzed using a two-tailed Student’s t test. All data were expressed as means ± SE. Statistical significance was set at *P* < 0.05

# Supplementary material for: Inositol polyphosphate multikinase deficiency leads to aberrant induction of synaptotagmin-2 in the forebrain
**Source:** Mol Brain. 2019 Jun 20;12:58. doi: 10.1186/s13041-019-0480-1
**Supplement:** Supplementary file 3 — Figure S1 Syt2 was upregulated in the hippocampus and amygdala after fear conditioning and extinction tests.

**Figure S1. Syt2 was upregulated in the hippocampus and amygdala after fear conditioning and extinction tests.**

(a-d) Protein lysates of hippocampus (a) and amygdala (c) were prepared 30 min after the fear conditioning or extinction test, and the protein levels were assessed by Western blotting. (b, d) All intensities of Western blot bands were quantified using ImageJ software. GAPDH was used as the loading control for quantification. *n* = 3 (IPMK^WT^) and 4 (IPMK^cKO^) (Student’s *t*-test; **P* < 0.05; ****P* < 0.001)

**
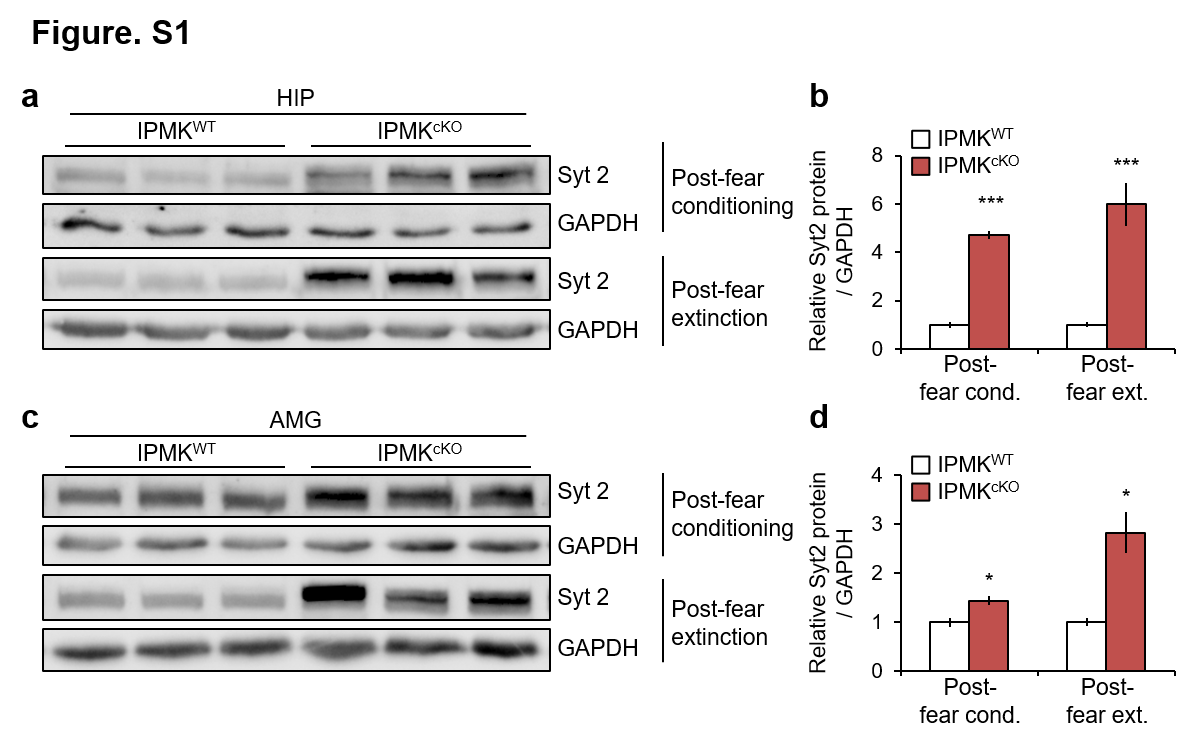
**

# Supplementary material for: Inositol polyphosphate multikinase deficiency leads to aberrant induction of synaptotagmin-2 in the forebrain
**Source:** Mol Brain. 2019 Jun 20;12:58. doi: 10.1186/s13041-019-0480-1

**Figure S2. Expression patterns of Syt2 in the hippocampus.**

(a) Representative confocal images of whole hippocampal sagittal sections of IPMK^WT^ and IPMK^cKO^ mice were immunostained for Parvalbumin (red), Syt2 (green), and DAPI (blue). Scale bars, 250 µm. (b) Immunostaining images from CA3 region of IPMK^WT^ and IPMK^cKO^ mice. Images were stained by vGLUT1 (red), Syt2 (green), and DAPI (blue). Scale bars, 100 µm.

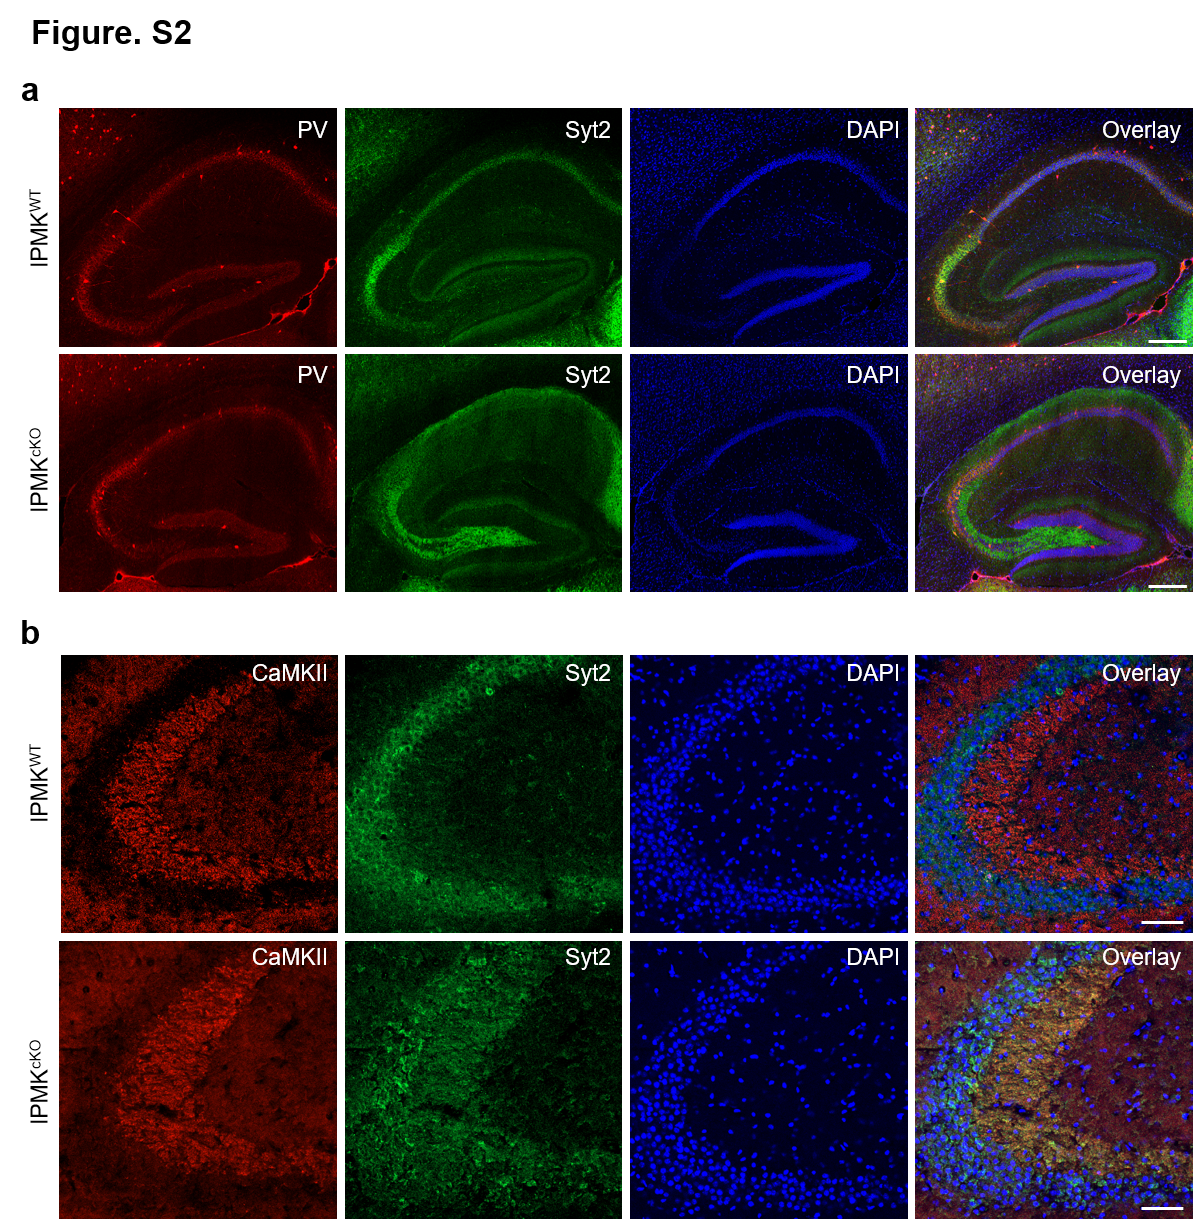

**Supplement:** Supplementary file 4 — Figure S2 Expression patterns of Syt2 in the hippocampus.

How the deposited data were processed for this re-analysis (not part of the article)

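RNA from the right hippocampus of male mice at postnatal day 90 was measured on 4 Affymetrix Mouse Gene 2.0 ST arrays, 2 labelled IPMK WT and 2 labelled IPMK cKO, each from a separate mouse. The authors extracted the scans and made gene-level values by RMA in Expression Console. The deposited tables give a log2 value per probe set and array, and the authors' own comparison as a fold, an LPE score and an adjusted p-value. They hold 33793 probe sets. The 2 tables of values differ by at most 8.88e-16, and 4 further columns of per-array values repeat the first and were not used. The authors' deposited fold equals the difference of group means used here. Background subtraction and quantile normalization are already in the values, so a difference in total signal between arrays cannot be seen. The raw scans were not used, so RMA and the steps before it were not repeated.

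Of the probe sets, 31873 carry 1 gene symbol and 1920 none. By their Entrez identifiers, 26234 were matched to a GRCm38.p6 gene table and 1368 symbols updated. The annotation does not name its genome build, and 97.9% of the matched probe sets overlap their gene in that table. The annotation marks 28839 probe sets as unique and 4954 as cross-hybridizing. The whole table was tested, since the methods state no filter on dim probe sets.

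Group means, IPMK cKO minus IPMK WT by the labels, were compared with limma 3.58.1 (lmFit and eBayes, prior degrees of freedom 3.69, prior variance 0.0207) in R 4.3.3, without a block, and adjusted by Benjamini-Hochberg. The LPE test was rewritten from its description with 100 intensity bins and a smoothing span of 0.2, because the package was not at hand; the authors used R 3.1.2. On simulated data with 33793 probe sets, 200 of them changed, limma recovered 14.5% of 2-fold and 91.1% of 4-fold changes at an adjusted p under 0.05, with 5.4 false calls on average over 20 simulations. The rewritten LPE test recovered 72.7% and 99.9% with 142.5 false calls, and the test of averages 0%. The simulated spreads were drawn from the prior that limma fitted to these arrays, without regard to mean value or replicate number. The rates therefore follow the model of limma and not that of LPE, and need not hold on the real arrays. Replicates have no depth in counts; the number of arrays limits the precision, and 29.1% of probe sets have a mean log2 value under 4.

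The comparisons, 27 gene lists, the alternatives and the rule for named genes were set before the data were examined. Named were the genes of the paper, the 10 probe sets with the largest rise and the 10 with the largest fall among those with 1 symbol and no overlap between groups (filled by unadjusted p and 1.5-fold where too few passed), and in each list the members that passed or the 2 with the lowest p. The values of the 5 genes of Table S1 were known from the paper. Lists were tested with limma's camera at a correlation of 0.01, and beside it with an estimated correlation and with fry, which tests whether a set's genes move, on balance, one way. A gene with several probe sets is represented by its brightest. Bootstrap errors of medians used 2000 draws. Alternatives were an intensity trend, a robust prior, a block by replicate number, median centring, renewed quantile normalization, filters at mean log2 values of 4 and 6, 1 symbol per probe set, leaving out each array, the other deposited table, LPE, the test of averages, the authors' p-values, and for the lists the mean of a gene's probe sets. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9. The PCR, Western blot and staining experiments have no deposited data and were left out.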

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

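The explanations weighed here for Ipmk were chosen only after its values had been seen, while its fold changes under the alternatives were planned before. In the authors' deposited table, 3 probe sets pass an adjusted p under 0.05 at 1.5-fold that Table S1 does not list: both Ipmk probe sets, with log2 fold changes of 0.92 (deposited adjusted p = 6.82e-04) and 1.05 (deposited adjusted p = 0.00125), and 1 without a gene symbol on chromosome 17 from 15012763 to 15024218, with a log2 fold change of 0.75 (standard error 0.31, deposited adjusted p = 0.0193) and 26 probes marked as cross-hybridizing. None of the 3 passed in limma, where the lowest adjusted p of all probe sets was 0.9999.

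Ipmk, the deleted gene, was higher in both arrays labelled IPMK cKO than in both labelled IPMK WT, by both probe sets. The second probe set lies downstream of the first and is annotated to another transcript, so the 2 need not read the same part of the gene. The log2 fold change was 0.94 after median centring and 0.91 after renewed quantile normalization. This does not test a shift of whole arrays. Array medians already lay close together after RMA, so these steps could not have removed a difference of this size. A change of the whole region is argued against on 1 side only. The median over 5 neighbouring genes within 1000000 bases, all at lower coordinates than Ipmk, was 0.0582 (bootstrap standard error 0.0416). It lies below the bound of 0.458 set from the difference in Ipmk. On the other side no gene entered the test. That the labels of the genotypes were exchanged cannot be told apart from a true difference: all 4 arrays lie on the side of Ipmk opposite to their label, but no other gene on the arrays reads the genotype, and Syt2 goes the same way as Ipmk, so with the labels as given or exchanged 1 of these genes opposes Fig. 1a; the paper's PCR, protein and staining measures of Syt2 (Fig. 1c, e to j) run the way of the labels as given, and its PCR and protein measures of Ipmk the other way. The authors' deposited value columns are named plus for the arrays labelled IPMK cKO and minus for those labelled IPMK WT, the same way as the labels. Such names are a record and no separate measure of genotype. Signal from probes outside the deleted part, and an effect of the genotype on Ipmk RNA, stay open and were not tested.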

How the results depend on the processing

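The log2 fold change of Syt2 lay between 1.13 and 1.64 and that of Ipmk between 0.75 and 1.08 under the 16 alternatives, with limma's adjusted p between 0.974 and 1 over its 13 settings; Syt2 at 1.39 passed by LPE (2.86e-06) and by the authors' p-values (3.85e-09), and Ipmk at 0.92 by the latter (6.82e-04). Probe sets at an adjusted p under 0.05 numbered 2 by LPE and 7 by the authors' p-values, and at 1.5-fold with an adjusted p of at most 0.10 they numbered 3 and 13, against 0 in limma. The authors' adjusted p is not a like measure to that of limma and LPE. At 1.5-fold and an unadjusted p under 0.05, filters at mean log2 values of 4 and 6 left 57 and 9, from fewer probe sets, and the test of averages gave 53. At 1.5-fold alone the filters left 76 and 14. With 1 array left out, which leaves a lone array assumed to vary like the other group, the counts were 405 to 584 and 551 to 726. At 1.5-fold alone, 89 were higher and 124 lower, and 109 and 98 after renewed quantile normalization. The labels give arrays of the same replicate number animal numbers closer to each other than to the rest, and the paper states that controls were littermates, but neither says which animals share a litter. A block by replicate number gave 0, with 1502 at an unadjusted p under 0.05 and 179 at 1.5-fold with it; the correlation of the replicate differences was 0.244. Other synaptotagmins stayed at 0 under all alternatives. Gene lists called by camera were 3, 0 with an estimated correlation, 0 by fry and 1 to 6 with 1 array left out. For 38 other named probe sets, 546 of 575 values kept their sign and side of the threshold, 24 uncalled values had the other sign, and 5 were called: n-R5s213 by LPE and the authors' p-values, Xaf1, Erdr1 and the second Ipmk probe set by the latter. Unadjusted authors' p-values were taken as normal p of the deposited score, and the robust prior for lists went through the preranked form of camera. Apart from fewer probe sets and arrays, the cause was not tested. The 29.1% of probe sets with a mean log2 under 4 lie near background.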

Differences from the paper's values

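Fold changes are said to differ where their log2 values lie apart by more than the larger SD of the groups of arrays or have other signs, and p-values and counts where 1 is over 1.5 times the other or 1 is 0. For n-R5s213, the paper's fold change in Table S1 is −2.05 and the value here −2.72, which is also the authors' deposited fold. The legend of Fig. 1a gives 3 mice per genotype and the supplementary methods 4 samples per group, against 2 arrays here. Whether Table S1 rests on the same arrays is not known. Of 15 alternatives set before the data were examined, leaving out replicate 1 of the arrays labelled IPMK cKO (−2.35) does not differ from the paper's, and the others do. For Syt2, the paper's fold change of 2.43 and the 2.62 here do not differ by that rule, except without replicate 2 of the arrays labelled IPMK cKO (3.13). The rule allows for spread between arrays, yet the authors' deposited fold is also 2.62, so Table S1 does not hold the deposited value. Smaller gaps of this kind are present for Gm26441 (2.38 against a deposited 2.15), Xaf1 (−1.80 against −1.85) and Erdr1 (1.82 against 1.84).

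Table S1 heads its column LPE p without saying whether it is adjusted; the methods state Benjamini-Hochberg adjustment. The paper's p for Syt2 is 5.49e-08, against an adjusted 2.86e-06 in the rewritten test and 3.85e-09 in the authors' deposited table. For n-R5s213 it is 0.0237, against 3.98e-04 and 1.11e-04. For Gm26441 the paper's 0.0133 stands against 0.534 and 0.0809. For Xaf1 the paper's 0.00980 stands against 0.474, and for Erdr1 the paper's 0.00195 against 0.450; the authors' deposited p-values of 0.00746 and 0.00210 do not differ from the paper's.

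The paper counts 5 differentially expressed genes, 3 up and 2 down. Fig. 1a prints a fold of 1.5 and an LPE p of 0.05 as thresholds without saying whether that p is adjusted. With an unadjusted p, limma gave 162, 66 higher and 96 lower, and all 16 alternatives differ too, from 9 to 584. At an adjusted p under 0.05 it gave 0 higher and 0 lower, where the authors' p-values give 7, within 1.5 times the paper's count, 2 of them lower as in the paper and 5 higher, which differs. Of these 7, 4 are in Table S1, the other 3 are both Ipmk probe sets and 1 without a gene symbol, and Gm26441 is not among them. The other 15 alternatives differ, with 0 to 2. LPE calls Syt2 and n-R5s213, and the authors' p-values call these, Xaf1 and Erdr1, with Gm26441 at an adjusted p of at most 0.10.

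For Ipmk, the paper shows a log2 difference of about −1.5 in Fig. 1a, read by eye, against 0.92 here, and all 16 alternatives differ, between 0.75 and 1.08. The legend of Fig. 1a gives 3 mice per genotype, against 2 arrays here, so the samples may be unlike. The authors' deposited fold for this probe set is also higher in IPMK cKO, at 1.89. The heat map of Fig. 1b and the real-time PCR of Fig. 1c also show Ipmk lower in IPMK cKO mice, and both Ipmk probe sets here are higher in the arrays with that label. Syt2 is higher in IPMK cKO in those panels and in the arrays labelled so.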

Other observations

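The tests by replicate number were chosen only after the result was seen; those on Syt2 were not, apart from that on thalamus and midbrain alone. Activity-induced genes, the immediate early genes that neuronal firing switches on, were higher as a set in the arrays labelled IPMK cKO: 19 of 24 had a higher mean, with a median log2 fold change of 0.16 (adjusted p = 0.000378 from limma's camera, adjusted p = 0.993 with an estimated correlation). Replicate 1 of the arrays labelled IPMK WT was the low one, with Fos at 5.19 against 5.95, 6.29 and 6.01 and Arc at 7.69 against 8.62, 8.79 and 8.66; Fos had a log2 fold change of 0.58, Arc of 0.57, Nr4a1 of 0.41 and Egr1 of 0.32. The call is not particular to the genotype labels, since the crossed split, which sets IPMK WT replicate 2 and IPMK cKO replicate 1 against the other arrays, also called this list, with a median of 0.13 (adjusted p = 0.00155 from camera, adjusted p = 0.920 with an estimated correlation). All 5 measured blood markers were higher, with a median of 0.31 (adjusted p = 0.000912 from camera, adjusted p = 0.993 with an estimated correlation), among them Alas2 at 0.37 and Hba-a2 at 0.31. Of the 8 listed symbols, Hbb-b1, Hbb-b2 and Beta-s have no probe set, while Hbb-bs and Hbb-bt were measured. A list of 5 genes is small for a check of blood content. All 14 choroid plexus markers were lower, with a median of −0.33 (adjusted p = 0.00498 from camera, adjusted p = 0.993 with an estimated correlation), Folr1 at −0.42 and Aqp1 at −0.40. Replicate 1 of the arrays labelled IPMK cKO was low, with a median of −0.72 from the mean of the arrays labelled IPMK WT, where replicate 2 had 0.06, and the crossed split called this list more strongly than the genotype did, with a median of −0.58 and 11 of 14 at an unadjusted p under 0.05 (adjusted p = 5.23e-17 from camera, adjusted p = 0.920 with an estimated correlation). Without that array, or without replicate 1 of the arrays labelled IPMK WT, none of the 3 sets was called (adjusted p = 0.266 and 0.0976 for activity-induced genes, 0.245 and 0.0749 for blood and 0.263 and 0.828 for choroid plexus), and without IPMK cKO replicate 1 the choroid plexus list pointed higher. Within each list, 0 genes passed over all probe sets in limma, where 966 had an unadjusted p under 0.05, LPE called 2 and the authors' deposited table 7. None of the 27 lists passed with an estimated correlation or by fry.

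The other lists were not called by camera with all arrays. With 1 array left out, it called astrocyte markers higher without IPMK WT replicate 2 (adjusted p = 0.000391) and without IPMK cKO replicate 1 (0.00907), microglia markers lower without IPMK WT replicate 1 (0.0152) and without IPMK cKO replicate 2 (0.00244), oligodendrocyte markers lower without the latter (0.0385) and endothelial markers lower without IPMK WT replicate 2 (0.0195). With all arrays each of these lists had an adjusted p = 0.993 with an estimated correlation, which was not run with an array left out. Median log2 fold changes were 0.00 for 31 glutamate receptor and plasticity genes (adjusted p = 0.667; Grm2 0.14, Dlg4 0.12), 0.02 for 14 calmodulin genes (0.662; Camk2g 0.13, Camk2d 0.11), 0.05 for 15 DNA methylation genes (0.667; Mbd3 0.14, Dnmt1 0.12), −0.01 for 25 genes of inositol phosphate metabolism, whose test pointed up (0.465; Inpp5b 0.21) and −0.00 for 26 PI3K and mTOR genes, whose test pointed up (0.980; Sesn2 −0.29, Pik3cd −0.25). Ipmk passed adjusted over the list alone (adjusted p = 0.0291). The median was 0.02 for 18 p53 targets (0.667; Fas 0.31, Tnfrsf10b −0.28), 0.04 for 28 interferon-stimulated genes, whose test pointed down (0.993; Ifit3 −0.43, Ifih1 −0.32), and 0.04 for 12 stress genes (0.457; Hspa1b 0.44, Hspa1a 0.15). Among cell types it was −0.00 for 10 excitatory neuron, whose test pointed up (0.769; Tbr1 0.15, Neurod6 −0.12), −0.04 for 17 GABA neuron, whose test pointed up (0.980; Gad1 0.20, Lhx6 −0.19), −0.06 for 10 dentate granule cell (0.465; Tdo2 −0.38, Pdyn −0.13), −0.03 for 9 CA1 (0.667; Spink8 −0.59, Ccn3 −0.21) and 0.00 for 12 CA2 and CA3 markers (0.928; Bok −0.18, Iyd −0.17). It was 0.01 for 11 striatum (0.769; Penk 0.19, Gpr6 −0.16), 0.07 for 11 astrocyte (0.535; Fgfr3 0.17, Aldoc 0.13), −0.01 for 13 oligodendrocyte (0.769; Mobp −0.11, Mog −0.10), 0.01 for 8 precursor (0.769; Cspg4 0.11, Enpp6 −0.11), −0.03 for 15 microglia (0.769; Aif1 −0.15, Cx3cr1 −0.15) and −0.06 for 12 endothelial markers (0.535; Cldn5 −0.21, Abcb1a −0.18). The adjusted p was 0.465 for the parvalbumin neuron list (Pvalb, Scn4b −0.21), 0.667 for thalamus and midbrain, whose test pointed up (Slc17a6 0.28, Pou4f1 0.20), and 0.769 for hindbrain and cerebellum (Hoxc4 −0.33, Cbln3 −0.28). Of other genes the paper names, Camk2a had −0.02, Mtor 0.02, Crebbp −0.04, Srf 0.16, Trp53 0.08, Nr5a1 0.02 and Rps6kb1 0.03.

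For Syt2, more thalamus or midbrain tissue is argued against, since the median of those markers, at a median level of 6.49, was −0.00373, below the bound of 0.694 set from the difference in Syt2. More tissue from hindbrain or cerebellum stays open: the median of 0.0579 comes from markers at a median level of 4.42, near the floor of the arrays, which exclude little. A larger share of parvalbumin neurons is argued against by that list's median of −0.0718, and a single array by the gap of 0.99 between the groups. The log2 fold change of Syt2 was 1.41 after median centring and 1.38 after renewed quantile normalization. After RMA these steps could not have removed such a difference, so they do not test a shift of whole arrays. An effect of the genotype stays a hypothesis, and which genotype each label stands for stays open, since the paper's PCR, protein and staining measures of Syt2 run the way of the labels and its PCR and protein measures of Ipmk against them.

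More probe sets differed by replicate number than by genotype: replicates 2 minus replicates 1 gave 4091 at an unadjusted p under 0.05, against 966 by genotype and 1158 by the crossed split, at a lowest adjusted p of 0.144, and LPE called 910, 2 and 2. Array correlations were 0.9932 and 0.9937 for the same number, 0.9917 and 0.9902 for the same genotype and 0.9907 and 0.9918 for neither. The 3 splits are too few for a share under 0.05. The ratio between the counts by replicate number and by genotype was 4.45 after median centring and 4.11 after renewed quantile normalization. RMA had left these steps little to correct, so the ratios do not test a shift of whole arrays. A shift before RMA cannot be seen. A larger share of glia in the replicate 2 arrays is consistent with the lowest median of 0.256 among the astrocyte, oligodendrocyte and microglia lists (the highest was 0.478; C1qb 0.74, Aqp4 0.50), although the microglia list's adjusted p of 1.10e-10 from camera becomes an adjusted p = 0.610 with an estimated correlation, and a higher yield of small RNA with the lower median of 0.286 over 134 small nucleolar and 18 mitochondrial tRNA probe sets (Snora34 2.03, mt-Ts1 1.40); whether such a share of glia would come from the dissection or from the animals, and whether the numbers mark litters, stays open and was not tested.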
